A study of Mus musculus with 7 samples.

How the data were processed

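Bulk RNA was measured in the medial prefrontal cortex of male wild-type 129SvEv mice, an inbred strain, sampled after retrieval of a remote memory. Per the labels, 7 libraries were sequenced, 3 in a group named CFC and 4 in a group named SC. The labels do not spell out these names, and they are used here as given. Per the labels' protocols, total RNA was extracted with the RNeasy Micro kit and 100 ng entered the KAPA mRNA HyperPrep kit, which selects polyadenylated RNA before it makes the library. Such libraries hold fragments along each transcript, so a long transcript gives more reads than a short one at the same number of molecules.

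The 7 libraries were deposited as 1 table of the authors' own comparison, with 1 line per gene. Per the file headers, it gives for each gene the mean normalized count over the libraries, the log2 fold change between the groups and the standard error of that log2 value. Per the file headers, it also gives a test score (the Wald statistic), an unadjusted p-value and an adjusted p-value. The mean normalized count is a signal averaged by the authors over libraries, and no value of a single library was analysed here. The authors' column names are those of a DESeq2 results table, but no label or header names the aligner, the counting program, the genome build, the gene annotation or the strand setting. Neither the labels nor the file headers say which group is the numerator of the fold change. Differences are therefore called positive or negative, after the sign in the authors' deposited table, and no group is said to be higher. The table does not name its 2 sides either, and it was read as the comparison of SC with CFC because the labels hold no other groups.

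Some properties of the deposited columns were checked on their values. The Wald statistic equalled the log2 fold change divided by its standard error, and the unadjusted p-value was the two-sided normal probability of that statistic, in all genes with a p-value. The deposited table listed 17732 Ensembl gene IDs with 17712 different symbols, of which 19 belonged to several IDs. An unadjusted p-value was given for 17729 genes and an adjusted p-value for 13060 genes. The 4669 genes with a p-value and no adjusted one all had a mean count of 34.8 or less, and the lowest mean count with an adjusted p-value was 34.9, so the authors' filter was on the mean count. The adjusted p-values are those of a Benjamini-Hochberg adjustment over 14432 genes, a number recovered from the ratio of adjusted to unadjusted p-values, with a whole rank at 1188 of 1238 steps checked. The other 1372 genes of that adjustment, 9.51% of it, were not analysed here.

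The design fixed before the data were examined had planned a count test per gene with the libraries as replicates. It named the authors' own p-values as the fallback for a table of results, and that fallback was used, with a threshold of 0.05 on the adjusted p-value. Counts of genes rest on the deposited adjusted p-values. A 95% confidence interval was computed for a log2 fold change as the value plus or minus the normal quantile times the deposited standard error. Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3, which asks whether the Wald statistics of a list lie higher or lower than those of the other genes. It was run over the genes with an adjusted p-value, two-sided, with a preset correlation between genes of 0.01. This form of camera was chosen after the table had been seen, because it needs no values per library. Its p-values were adjusted with the Benjamini-Hochberg method within each of 3 families. The first family was 6 study lists with 118 gene entries, on oligodendrocytes and myelin, oligodendrocyte precursors, parvalbumin interneurons, perineuronal nets, matrix remodelling and activity-induced genes. The second was 11 technical lists, for astrocytes, microglia, endothelial cells, blood, choroid plexus, striatum, excitatory neurons, upper and deep cortical layers, sex-linked genes and glucocorticoid-induced genes. The study and technical lists were written from general knowledge before the data were examined. The third was 6 lists written after the table had been seen but before their genes were looked up, for layer 6, layer 5, layer 2/3, striatum, oligodendrocytes and dividing cells. Where a symbol had several IDs, the ID with the highest mean count was used.

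The difference between the deep-layer and upper-layer lists was set beside that of 10000 pairs of random lists of the same sizes, matched on mean count in 20 bins. For each gene with an adjusted p-value, the deposited standard error was divided by the running median of the standard errors of genes of similar mean count. Tests between lists used permutations of genes, 100000 of them where both lists had 10 or more genes and all splits otherwise. The reference annotation was GENCODE M21 on the GRCm38 assembly. It held 17726 of the 17732 IDs (99.97%), and 17281 symbols were the same in both. It was used for transcript length, GC content, gene type, exon overlap and the distance between genes, and no coordinates are given because the authors' build is not stated. Exon overlap matters here because the strand setting of the authors' counting is not stated. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for the rest.

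The list test and the adjustment were tested on simulated data. Of 200 genes shifted by 6 units of the Wald statistic among 13053 simulated genes, 99% were recovered. Of 2000 simulated unchanged lists of 25 genes, 2.2% were called at a true correlation between genes of 0, 5.1% at 0.01, 23.4% at 0.1 and 55.6% at 0.5. With the preset correlation raised to 0.5, 5.25% were called at a true correlation of 0.5. The cameraPR p-values are therefore too small wherever the genes of a list vary together between libraries by more than the preset correlation. Of 500 lists of 25 independent genes shifted by 1 unit, 99.8% were called at the preset correlation of 0.01. The share called was not simulated for shorter lists or for genes that vary together.

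Genes named in the text followed a rule fixed before the data were examined. It took up to 5 genes with the highest and up to 5 with the lowest log2 fold change among those past the threshold. It added 10 fixed genes whatever their values (among them Pvalb, Mbp, Mog, Pdgfra, Acan, Bcan, Ncan, Hapln1 and Fos, while 1 is not reported here), and up to 5 genes per study list with an adjusted p-value under 0.05 over all genes or over the list alone. The rule also asked that library values of the groups should not overlap, which could not be checked without values per library. Genes outside the rule are named as such.

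Alternatives for the counts of genes were an adjusted p-value threshold of 0.1, no filter on the mean count and a mean count of at least 5, all planned. Alternatives added after the table had been seen were an adjustment over the listed genes alone, a Bonferroni adjustment, division of the Wald statistic by its robust SD, a null hypothesis of a change of at most 1.2-fold, and regression of the Wald statistic on transcript length, GC content and mean count. For the lists, the added alternatives were preset correlations of 0.05, 0.1 and 0.5, ranks, all listed genes, genes with a mean count of at least 100, the regression residual, and the log2 fold change in place of the Wald statistic. Planned analyses that need values per library were left out. The number of reads per library is unknown. The mean normalized counts of the listed genes added up to 1.82e+07, which describes an average library after the authors' normalization and sets no precision for a single library. The precision of each value is given by the deposited standard error, whose median was 0.10 over the genes with an adjusted p-value.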

Results

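The data comprised transcript abundances in the medial prefrontal cortex of male 129SvEv mice after retrieval of a remote memory, with 3 libraries in the CFC group and 4 in the SC group. The series concerns parvalbumin interneurons, oligodendrocytes and the extracellular matrix of the infralimbic cortex in safety learning. The implied question was which transcripts differed between the groups, and whether those of the named cells and of the matrix were among them. Values are those of the authors' deposited table, in which each gene has a mean normalized count, a log2 fold change and its standard error. The error of each fold change was estimated by the authors from the replicates, and no value per library was used here. Because the numerator of the fold changes is not stated, each difference is given by its sign only.

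The 17732 listed genes had mean normalized counts from 1.26 to 153564, with a median of 255, in the authors' deposited table. Precision rose with abundance. In the authors' deposited table, the median standard error of the log2 fold change was 0.24 for genes with mean counts from 30 to 100, 0.14 from 100, 0.09 from 300, 0.07 from 1000 and 0.06 from 3000 upwards. The median log2 fold change over the 13060 genes with an adjusted p-value was -0.0017, and its quartiles were -0.07 and 0.07 in the authors' deposited table.

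The authors' deposited table placed 67 genes under an adjusted p-value of 0.05, 48 positive and 19 negative. Of the alternatives tried, a null hypothesis of a change of at most 1.2-fold moved this count most, to 3 genes. An unadjusted p-value under 0.05 was found for 1209 of 17729 genes, where 886 would be expected with no difference in any gene. Among the genes with an adjusted p-value there were 1058 such genes, 596 positive and 462 negative, against 653 expected. The log2 fold changes of the 48 positive genes in the authors' deposited table ranged from 0.20 to 2.10, with a median of 0.55. Those of the 19 negative genes ranged from -1.28 to -0.24, with a median of -0.33, in the authors' deposited table. Only 8 of the 67 genes, 7 positive and 1 negative, differed by more than 2-fold. The plot of fold change against mean count shows the 67 genes spread over the range of abundance, with mean counts from 53.4 to 106077.

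**Figure D1:**
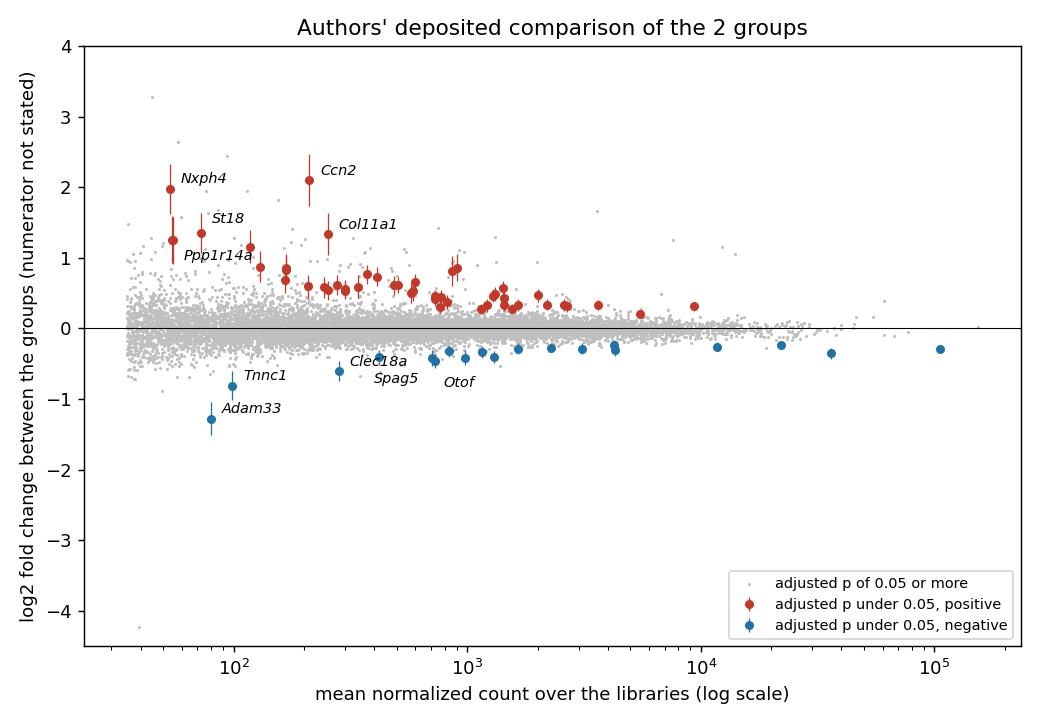
Log2 fold change between the groups against mean normalized count (log scale) for the 13060 genes with an adjusted p-value in the authors' deposited table, whose numerator group is not stated. Red and blue points are the 48 positive and 19 negative genes with an adjusted p-value under 0.05, with bars of 1 standard error, grey points are the other genes, and the 5 highest and 5 lowest of the coloured genes are named.

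The positive gene with the highest log2 fold change was Ccn2 (ENSMUSG00000019997), at 2.10 with a standard error of 0.37 and an adjusted p-value of 3.66e-05 in the authors' deposited table. Nxph4 (ENSMUSG00000040258) followed at 1.98, with a standard error of 0.36 and an adjusted p-value of 7.25e-05 in the authors' deposited table. Both genes are on the list of deep cortical layer markers, and the standard error of Ccn2 was 2.73 times that of genes of similar mean count. In GENCODE M21 the exons of Ccn2 overlap those of Gm15270, and reads of the pair cannot be separated without the strand setting. St18, Col11a1 and Ppp1r14a had log2 fold changes of 1.35, 1.33 and 1.26, with adjusted p-values of 0.00154, 0.00334 and 0.0408, in the authors' deposited table. Under the null hypothesis of a change of at most 1.2-fold, Ccn2 and Nxph4 stayed under 0.05 and the other 3 did not.

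On the negative side, Adam33 (ENSMUSG00000027318) had the lowest log2 fold change in the authors' deposited table, -1.28 with a standard error of 0.23 and an adjusted p-value of 1.11e-04. It was the only negative gene that stayed under 0.05 against a null of a 1.2-fold change. Tnnc1, Clec18a, Spag5 and Otof had log2 fold changes of -0.81, -0.61, -0.47 and -0.42, with adjusted p-values of 0.0262, 0.00643, 0.00106 and 0.0496, in the authors' deposited table. Otof, a marker on the list of upper cortical layers, passed the threshold narrowly and went above it when no filter on the mean count was applied (0.0592). The smallest p-values were those of Rai14 and Sema5a, named after their values had been seen. Their log2 fold changes in the authors' deposited table were 0.66 and 0.57, each with an adjusted p-value of 1.9e-05.

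The oligodendrocyte and myelin list was tested because the series concerns these cells. All 25 of its genes had a positive log2 fold change, with a median of 1.09. Their mean Wald statistic was 2.22, with an adjusted p-value of 3.67e-18 by limma's cameraPR. Log2 fold changes in place of Wald statistics moved this value most, to 2.61e-125, and raising the preset correlation from 0.01 to 0.5 weakened it most, to 0.0356, both on the same side of the threshold. No single gene of the list passed when adjusted over all genes, and 18 passed when adjusted over the list alone. At an unadjusted p-value under 0.05 there were 20. In the authors' deposited table, Mbp had a log2 fold change of 1.15 and Mog of 1.09. Their standard errors in the authors' deposited table were 0.51 and 0.47, and their adjusted p-values 0.497 and 0.483. The 95% confidence intervals ran from 0.16 to 2.15 for Mbp and from 0.16 to 2.01 for Mog, computed from the authors' deposited table. The smallest p-values of the list were those of Mobp, Myrf, Cntn2, Ermn and Mal, with log2 fold changes of 1.67, 1.13, 0.44, 1.46 and 1.30 in the authors' deposited table. Their p-values adjusted over the list alone ran from 0.0188 for Mobp to 0.0342 for Mal, and over all genes from 0.105 to 0.312 in the authors' deposited table. After regression of the Wald statistic on transcript length, GC content and mean count, Mobp passed over all genes, with an adjusted p-value of 0.0295. Exons of Mobp overlap those of Gm38642, and exons of Ermn those of Galnt5, in GENCODE M21.

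The standard errors of the list were large for its abundance. Their median was 4.20 times that of genes of similar mean count, and 21 of the 25 genes were more than 2-fold above them. For Mbp, with a mean count of 12290 in the authors' deposited table, the ratio was 9.0. The plot of standard error against mean count shows the list as a band apart from the trend. The mean Wald statistic of 2.22 means that the genes lay, on average, 2.22 of their standard errors from 0.

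**Figure D2:**
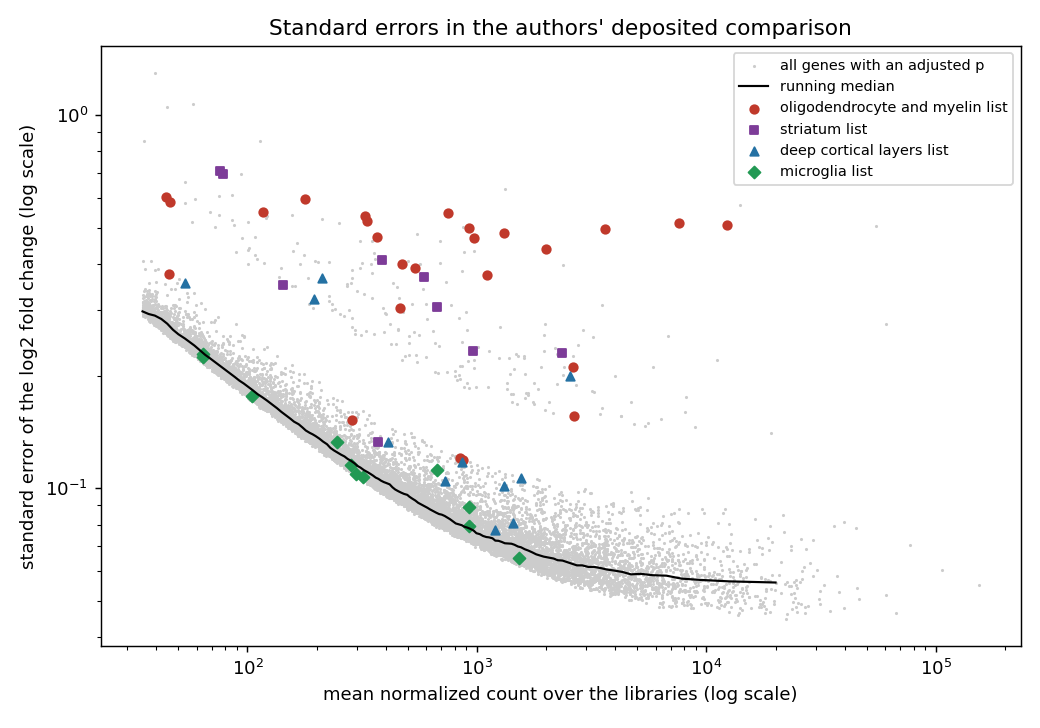
Standard error of the log2 fold change against mean normalized count (both log scales) in the authors' deposited table, for the genes with an adjusted p-value (grey), their running median (line) and the genes of 4 marker lists (coloured). Genes of the oligodendrocyte and myelin list and of the striatum list lie mostly above the trend, by a median factor of 4.20 and 3.33, and those of the microglia list lie along it, at 0.974.

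The other lists tied to the subject of the series were close to 0. For the oligodendrocyte precursor list, 9 genes gave a median log2 fold change of 0.05 and a mean Wald statistic of 0.31, with an adjusted p-value of 0.646 by limma's cameraPR. With log2 fold changes in place of Wald statistics this list fell under the threshold, at 0.00455. Its marker Pdgfra had a log2 fold change of -0.04 with a standard error of 0.09 and an adjusted p-value of 0.999 in the authors' deposited table. Exons of Pdgfra overlap those of 3 other annotated genes in GENCODE M21. For the parvalbumin interneuron list, 10 of 14 genes were negative, the median log2 fold change was -0.05 and the mean Wald statistic was -0.18, with an adjusted p-value of 0.688 by limma's cameraPR. Pvalb itself had a log2 fold change of -0.23 with a standard error of 0.30 and an adjusted p-value of 0.991 in the authors' deposited table. Its 95% confidence interval, from -0.82 to 0.35, leaves room for changes of either sign. No gene of this list passed an unadjusted p-value of 0.05, and none of this list, the precursor list, the perineuronal net list or the matrix remodelling list passed when adjusted over all genes or over the list alone.

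The perineuronal net list had a median log2 fold change of -0.01 over 22 genes and a mean Wald statistic of 0.26, with an adjusted p-value of 0.646 by limma's cameraPR. The chondroitin sulfate proteoglycans Bcan and Ncan, which are core proteins of the net, had log2 fold changes of -0.08 and -0.0043 with standard errors of 0.06 and 0.06 in the authors' deposited table. Their 95% confidence intervals, from -0.21 to 0.04 and from -0.11 to 0.10, exclude a change as large as the median of 1.09 of the oligodendrocyte and myelin list. The link protein Hapln1 had a log2 fold change of -0.02 with a standard error of 0.12 in the authors' deposited table. For Acan the difference was not resolved at its mean count of 36.6, with a log2 fold change of -0.27 and a standard error of 0.32 in the authors' deposited table. The adjusted p-values of Acan, Bcan, Ncan and Hapln1 in the authors' deposited table were 0.988, 0.906, 0.999 and 0.999. At an unadjusted p-value under 0.05, 4 genes of the net list and 1 of the precursor list were found. The matrix remodelling list had 12 positive and 8 negative genes, a median log2 fold change of 0.0056 and a mean Wald statistic of -0.015, with an adjusted p-value of 0.944 by limma's cameraPR. The sign of this list was positive with log2 fold changes in place of Wald statistics, at an adjusted p-value of 0.297. At an unadjusted p-value under 0.05 there was 1 gene on it.

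**Figure D3:**
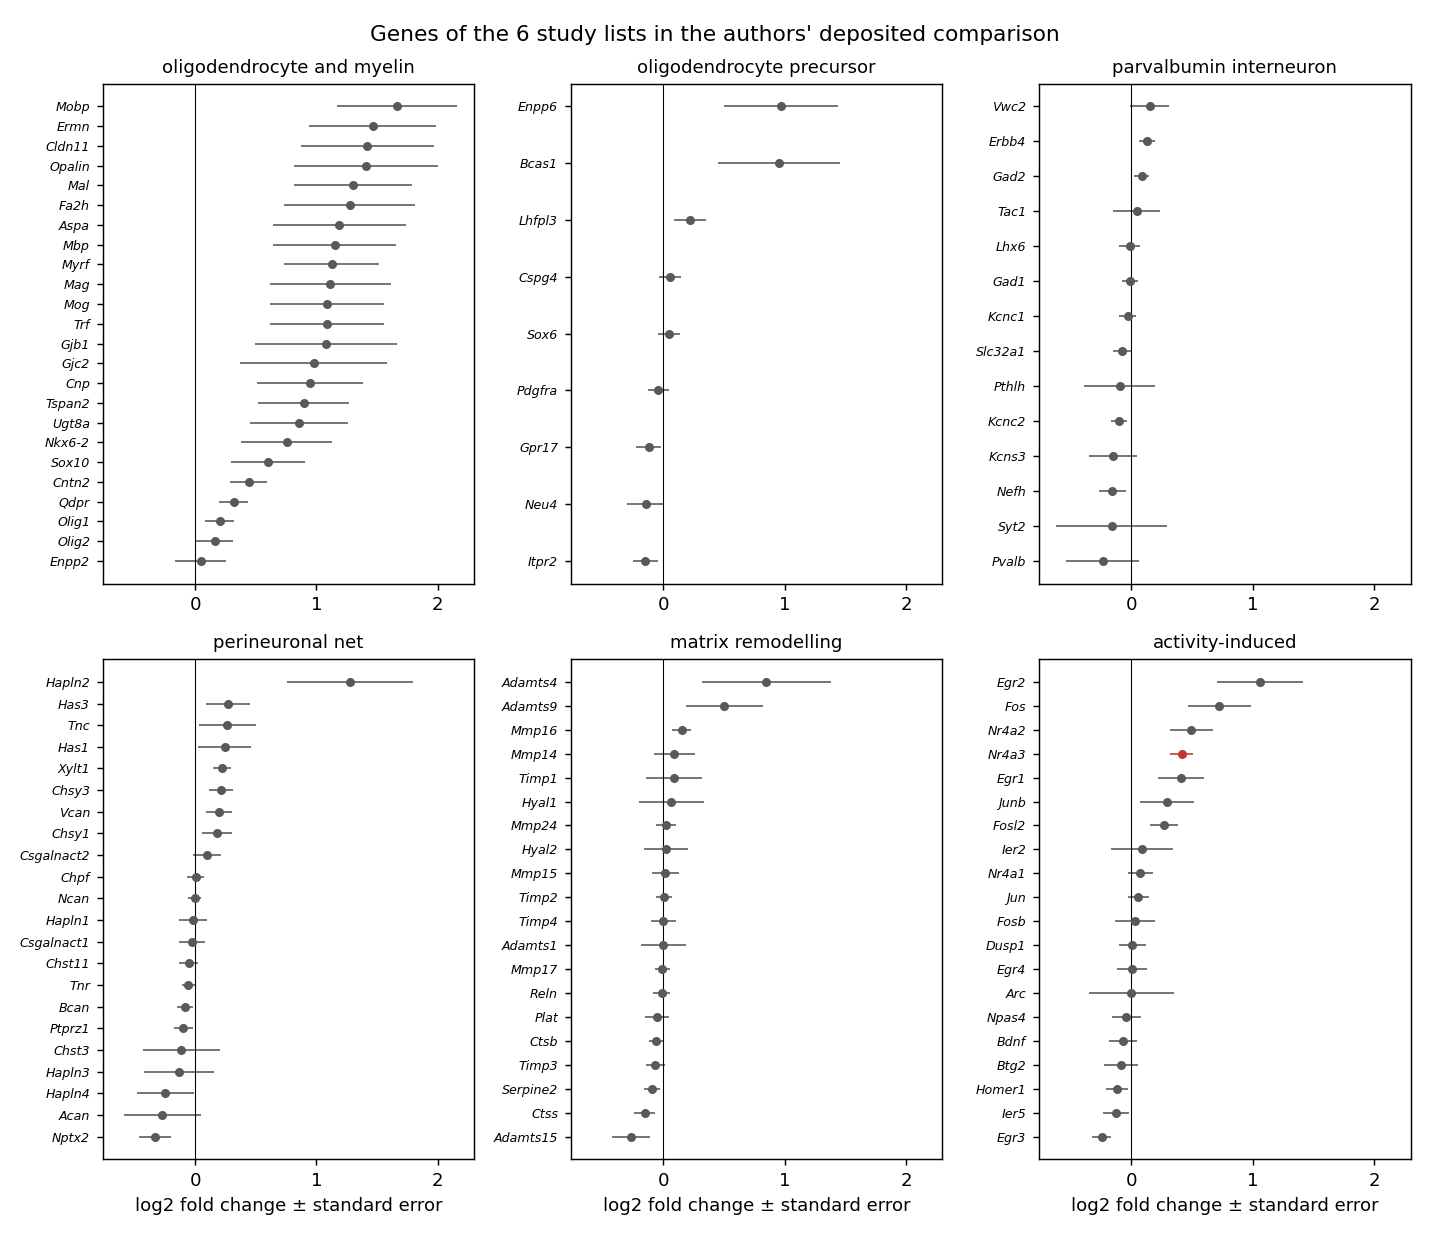
Log2 fold change with bars of 1 standard error for genes with an adjusted p-value on the 6 study lists, in the authors' deposited table, whose numerator group is not stated. All genes drawn of the oligodendrocyte and myelin list are positive, most with wide bars, the other lists spread around 0, and Nr4a3 (red) is the only gene with an adjusted p-value under 0.05 over all genes.

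Activity-induced genes were tested because the tissue was taken after retrieval. Of 20 genes, 14 were positive and 6 negative, with a median log2 fold change of 0.05 and a mean Wald statistic of 0.69. The adjusted p-value was 0.0367 by limma's cameraPR, and it went above the threshold at a preset correlation of 0.05 (0.151). At an unadjusted p-value under 0.05 there were 7 genes, of which 5 passed when adjusted over the list alone and 1 over all genes. That gene was Nr4a3 (ENSMUSG00000028341), with a log2 fold change of 0.42, a standard error of 0.10 and an adjusted p-value of 0.00643 in the authors' deposited table. Fos had a log2 fold change of 0.73, a standard error of 0.26 and an adjusted p-value of 0.257 in the authors' deposited table, and 0.0203 when adjusted over the list alone. Egr2 and Nr4a2 were also positive, at 1.06 and 0.50, and Egr3 was negative, at -0.24, in the authors' deposited table. Their p-values adjusted over the list alone were 0.0196, 0.0203 and 0.0169. The members of the list thus did not share a direction, and Fos and Egr2 had low mean counts of 94.4 and 37.2 in the authors' deposited table.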

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

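The alternatives to the list test, and those to the counts of genes other than the threshold and the filters on the mean count, were chosen after the table had been seen. No paired analysis was possible because the deposited table holds no values per sample. For the same reason the planned fits with other normalizations, other count tests, other pseudocounts, a replicate block, a sample left out or other splits of the samples were not run, nor were fry, an estimated correlation between genes, scores per sample and sample similarity. Whether 1 library decides any result is therefore open. The planned minimum of a mean count of 1 removed no gene.

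Of the 67 genes under the threshold, 48 were positive and 19 negative. A threshold of 0.1 gave 101 genes, 33 of them negative. A Bonferroni adjustment gave 21 genes (17 positive, 4 negative), all among the 67, and a null hypothesis of a change of at most 1.2-fold gave 3 genes (2 positive, 1 negative). Both are stricter by construction. The other alternatives stayed within 1.5 times the original count. They gave 60 genes with no filter on the mean count (59 of them among the 67), 64 with a mean count of at least 5 (62 shared) and 69 with an adjustment over the listed genes (67 shared). Division by the robust SD, which was 1.01, gave 62 genes (all shared). Regression on transcript length, GC content and mean count gave 72 genes, of which 57 were shared. The share of positive genes was 71.6% at first and between 66.7% and 81% under the alternatives.

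The oligodendrocyte and myelin list stayed positive and under the threshold in all 8 alternatives, with adjusted p-values by limma's cameraPR up to 0.0356 at a preset correlation of 0.5. Higher preset correlations were not tried. The correlation between these genes could not be estimated without values per library, so whether the list would pass at its own correlation is open. The activity-induced list stayed positive but went above the threshold in 5 of them. Its adjusted p-values were 0.151, 0.325 and 0.981 at preset correlations of 0.05, 0.1 and 0.5, 0.291 on ranks and 0.385 over genes with a mean count of at least 100, in a range from 0.00136 to 0.981. The last of these leaves out Fos, Egr2 and Ier2, and the cause of the others was not tested beyond the assumed correlation. With log2 fold changes in place of Wald statistics, the oligodendrocyte precursor list fell under the threshold (0.00455, in a range from 0.00455 to 0.981). Its genes Enpp6 and Bcas1, at log2 fold changes of 0.97 and 0.96 in the authors' deposited table, weigh more on that scale, which takes no account of their large standard errors. The matrix remodelling list changed its sign from negative to positive on that scale, with an adjusted p-value of 0.297, in a range from 0.297 to 0.984. Its mean was near 0 under both, and the cause was not tested. The parvalbumin interneuron and perineuronal net lists stayed above the threshold in all 8 alternatives.

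Among the 17 technical and later lists, 15 tests became weaker and 4 stronger, 116 kept their side of the threshold and none changed direction. Of the 15 weaker tests, 8 were those at a preset correlation of 0.5. Among the named genes, 17 adjusted p-values became weaker and 1 stronger, and 185 kept their side. The stronger one was that of the myelin gene Mobp, at 0.0295 after regression on transcript length, GC content and mean count. The depth of single libraries is unknown. A shallow library widens the errors of genes of similar mean count alike, so it does not account for the ratios of 4.20 in the myelin list and 3.33 in the striatum list beside 0.974 in the microglia list.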

Other observations

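The tests of Drd1, of the share of neurons, of the standard errors of the myelin genes, of the genes not analysed here and of the pituitary genes were chosen after their values had been seen, and the other tests were fixed after the patterns had been seen but before their own values were. The later lists were written before their genes were looked up. All list tests are limma's cameraPR on the Wald statistics, and a difference between the groups of animals stays open as an untested explanation of every pattern described.

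Markers of cortical layers moved apart. All 11 deep-layer genes were positive, with a mean Wald statistic of 3.75 (adjusted p-value 3.27e-25), and all 8 upper-layer genes were negative, with a mean of -2.15 (5.4e-07). These 2 lists hold 7 of the 67 genes under the threshold, among them Ccn2, Nxph4 and Otof, which are also among the named genes with the highest and lowest fold changes. Foxp2, Hs3st4 and Tle4 of the deep list had log2 fold changes of 0.73, 0.49 and 0.33 in the authors' deposited table. The mean count of the genes does not account for this, since the largest difference between 10000 pairs of matched random lists was 2.47 and the observed difference was 5.90. After regression on transcript length, GC content and mean count the difference was 6.19, with an exact permutation p-value of 2.65e-05 over the 75582 splits of the 19 genes. Unequal sampling of cortical layers between the groups is a candidate explanation. In the later lists, the layer 6 genes had a mean Wald statistic of 1.55 (6.08e-05) and the layer 2/3 genes one of -1.35 (1.03e-04), and neither passed at a preset correlation of 0.5 (0.126 and 0.15). They differed by 2.90, with a permutation p-value of 1e-05, the smallest that 100000 permutations can give. The later layer 5 list was near 0, at 0.33 (0.401). Genes are not independent replicates, and a change of expression within the cells of these layers was not tested.

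Striatal markers were positive in a cortical sample. All 9 genes of the striatum list with an adjusted p-value were positive, with a mean Wald statistic of 2.25 (3.8e-08) and a median standard error 3.33 times that of genes of similar mean count. All 10 genes of that list were detected, and several are also transcribed in cortex, so their presence alone says little. The most abundant member, Pde10a, with a mean count of 2354, had a log2 fold change of 0.14 in the authors' deposited table. The scarcer Adora2a and Drd2, with mean counts of 76.0 and 77.9, had log2 fold changes of 1.95 and 1.63 in the authors' deposited table. Not every scarce member had a large difference. Rxrg, with a mean count of 142, had a log2 fold change of 0.11 and a standard error of 0.35 in the authors' deposited table. Some striatal tissue in libraries on the positive side may explain the positive list. The later striatum list, of which 9 of 15 genes had an adjusted p-value, had a mean Wald statistic of 1.64 (6.08e-05). It fell short of the threshold at a preset correlation of 0.5 (0.126). Over all 15 listed genes the mean was 2.03 (2.39e-11), and this test was not repeated at a preset correlation of 0.5. The genes it added were scarce, with mean counts of 34.8 or less. Drd1, the only gene of the first list under the threshold, had a log2 fold change of 0.76 and an adjusted p-value of 3.66e-05 in the authors' deposited table. Its standard error was 1.25 times that of genes of similar mean count, while the other 8 genes of the first list had ratios of 2.20 or more, with a median of 3.45. The later list had a median ratio of 1.26, so low ratios occur among striatal markers. Adcy5 and Pde1b, with ratios of 1.26 and 1.06, had small log2 fold changes of 0.17 and 0.14 in the authors' deposited table. Lrrc10b, with a ratio of 1.34, had one of 1.17 at a mean count of 40.8. The ratios of Scn4b, Gng7 and Syndig1l were 4.70, 3.56 and 3.03, so the median does not describe every member. Drd1 is also transcribed in deep cortical layers, whose list was positive with a median ratio of 1.42. Striatal tissue and deep-layer cells as the source of the Drd1 difference cannot be told apart, because the ratios of the lists overlap and no value per library was used.

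The myelin genes were positive as a list but noisy one by one. Transcript length and GC content do not account for the list, whose mean residual was 2.38 after regression. A lower share of neurons would raise the markers of every other cell type, but the astrocyte list had a mean Wald statistic of -0.96 (0.0173), the microglia list one of -0.87 (0.0208) and the endothelial list one of -1.43 (2.79e-04). These lists kept their negative direction in all 8 alternatives but not their side of the threshold, with adjusted p-values at a preset correlation of 0.5 of 0.303, 0.317 and 0.183. At a preset correlation of 0.1 and with log2 fold changes, the astrocyte list (0.0773 and 0.465) and the microglia list (0.0908 and 0.178) did not pass either, nor did the astrocyte list on ranks (0.104). The mean over these 31 genes was -1.08 and 26 of them were negative, so they did not rise together with the myelin genes. A few libraries with much myelin RNA are a candidate explanation of the wide errors, with a median standard error 4.20 times that of genes of similar mean count. The later oligodendrocyte list was also positive, with a mean Wald statistic of 2.02 (1.14e-10) and a ratio of 3.02, but unlike the first it did not pass at a preset correlation of 0.5 (0.0805). Unequal sampling of white matter and a change in oligodendrocytes themselves cannot be told apart here, because both raise these genes and no value per library was used. Some genes of other lists shared the positive sign and the wide errors of the myelin genes. Whether they varied together with them between libraries could not be tested without values per library. In the authors' deposited table, Hapln2, Enpp6, Bcas1 and Adamts4, named after their values had been seen, had log2 fold changes of 1.28, 0.97, 0.96 and 0.85. Their standard errors were 2.77, 2.44, 6.33 and 3.08 times those of genes of similar mean count. The 95% confidence intervals of Bcas1 (-0.03 to 1.94) and Adamts4 (-0.19 to 1.89) included 0, and those of Hapln2 and Enpp6 did not. Hapln2 is thus the highest gene of the net list and Adamts4 of the matrix list, while Bcan, Ncan and Hapln1 did not share their positive sign. Gfap was positive in the authors' deposited table, at 0.56 with a ratio of 5.66, against the direction of the astrocyte list. Its 95% confidence interval, from -0.29 to 1.41, included 0.

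Over all 13060 genes with an adjusted p-value, 242 (1.85%) had a standard error more than 2 times that of genes of similar mean count, and 181 of them were positive. Only 4 were among the 67 genes under the threshold. Among the highest ratios were those of Lars2, Bc1, Mbp and Mir6236, at 10.2, 9.12, 9.0 and 8.89. No explanation was tested for Lars2, Bc1 and Mir6236.

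The Wald statistic had a trend over the genome. Across 13058 genes its Spearman correlation was 0.208 with transcript length and -0.188 with GC content, so that long and AT-rich transcripts tended to be positive, and genes are not independent replicates. The regression on length, GC content and mean count explained 8.08% of its variance. Such a trend may come from RNA quality or library preparation that differed between the groups. The median transcript length was 5050 bases in the 48 positive genes and 4169 in the 19 negative ones, against 3578.5 in all genes with an adjusted p-value. After the regression 57 of the 67 genes were among the 72 under the threshold, so the trend is not the whole cause of most of them.

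Linked variants of the strain were weighed through the positions of the genes. Of the 67 genes, 5 lay within 1 Mb of another on GRCm38. The mean was 6.61 in 10000 random draws matched on mean count (one-sided permutation p-value 0.676). No excess of neighbouring genes was thus found, but so small a count cannot exclude such variants.

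Some scarce transcripts had large log2 fold changes, but none of those named here passed the threshold. In the authors' deposited table, the adjusted p-values were 0.488 for Mki67, 0.406 for Top2a, 0.159 for Thbs4, 0.0756 for Dlk1 and 0.127 for Gh. Prl had none. Mki67 and Top2a, which mark dividing cells, had log2 fold changes of 1.94 and 2.65 with mean counts of 114 and 57.8 in the authors' deposited table. Dividing cells in some libraries of the positive side are a candidate explanation. The dividing cell list had a mean Wald statistic of 1.24 over all 15 listed genes (adjusted p-value 4.66e-05), and of 0.83 (0.127) over the 5 genes with an adjusted p-value. The standard error of Mki67 was 4.82 times that of genes of similar mean count. In the authors' deposited table, Thbs4 and Dlk1 were also high, at 3.28 and 2.44, with mean counts of 44.7 and 93.6. On the negative side, Gh and Prl had log2 fold changes of -4.22 and -5.96 in the authors' deposited table. Pituitary RNA in a library of the negative side could be the source. All 5 pituitary hormone genes looked up were negative, but only 2 (Gh and Prl) had a 95% confidence interval below 0, and the other 3 (Pomc, Tshb and Lhb) had mean counts of 18.5, 28.9 and 1.45 in the authors' deposited table. This source and a difference between the animals cannot be told apart from so few counts. Prl, Ttr and Ndst4 were the 3 genes without a p-value. Each had a log2 fold change and a standard error, and why the p-value is missing is not stated. The interval of Prl is therefore that of a gene the authors' deposited table does not test.

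The glucocorticoid-induced list was positive, with a mean Wald statistic of 1.35 (0.00217) that did not hold at a preset correlation of 0.5 (0.198). The excitatory neuron list was at 0.22 (0.564), although its gene Camk2a, with a mean count of 106077, was negative at -0.29 with an adjusted p-value of 0.00151 in the authors' deposited table. The blood list was at -1.15 (0.0853) with 3 genes, and it passed with log2 fold changes (0.0111) and over genes with a mean count of at least 100 (0.0486). The choroid plexus list had only 1 gene with an adjusted p-value, Kl, at 2.67 (0.0237). It did not pass on ranks (0.104), and over all 8 listed genes its mean was 0.64 (0.127). The sex-linked list was at 1.06 (0.0769). Xist had a mean count of 8.57 and Ddx3y one of 1063 in the authors' deposited table, in male animals.

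The genes not analysed here are unevenly spread over the p-values. None of the 1372 ranks among the 127 smallest p-values, which a random omission from 14432 genes would give with a probability of 2.92e-06. The counts of 67 and 101 genes are therefore complete with respect to the adjustment. Of those 127 genes, 2 are not protein-coding in GENCODE M21, where the share of 3.34% in all genes with an adjusted p-value would give 4.24, and no explanation was tested.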
